# E-Cadherin Expression Distinguishes Mouse from Human Hematopoiesis in the Basophil and Erythroid Lineages

**DOI:** 10.3390/biom12111706

**Published:** 2022-11-17

**Authors:** Rosa A. Krimpenfort, Felix M. Behr, Marja Nieuwland, Iris de Rink, Ron Kerkhoven, Marieke von Lindern, Micha Nethe

**Keywords:** E-cadherin, erythropoiesis, hematopoiesis, basophil, erythroblast

## Abstract

E-cadherin is a key regulator of epithelial cell–cell adhesion, the loss of which accelerates tumor growth and invasion. E-cadherin is also expressed in hematopoietic cells as well as epithelia. The function of hematopoietic E-cadherin is, however, mostly elusive. In this study, we explored the validity of mouse models to functionally investigate the role of hematopoietic E-cadherin in human hematopoiesis. We generated a hematopoietic-specific E-cadherin knockout mouse model. In mice, hematopoietic E-cadherin is predominantly expressed within the basophil lineage, the expression of which is dispensable for the generation of basophils. However, neither E-cadherin mRNA nor protein were detected in human basophils. In contrast, human hematopoietic E-cadherin marks the erythroid lineage. E-cadherin expression in hematopoiesis thereby revealed striking evolutionary differences between the basophil and erythroid cell lineage in humans and mice. This is remarkable as E-cadherin expression in epithelia is highly conserved among vertebrates including humans and mice. Our study therefore revealed that the mouse does not represent a suitable model to study the function of E-cadherin in human hematopoiesis and an alternative means to study the role of E-cadherin in human erythropoiesis needs to be developed.

## 1. Introduction

E-cadherin is a transmembrane protein and a master regulator of cell adherens junctions, through which it controls cell–cell adhesion. Epithelial cell–cell adhesion controls organ function, prevents tissue infection and suppresses malignancy formation. E-cadherin expression, however, can be detected in a wide variety of cells including hematopoietic progenitor cells (HPCs). Adherence junctions are formed by multimeric homophilic E-cadherin protein interactions at the interface between neighboring cells [1,2]. Intracellularly, E-cadherin binds signaling molecules α- and β-catenin which connect the actomyosin cytoskeleton with the site of adhesion [3]. Cell adherens junctions thereby act as molecular bridges that are able to transmit mechanical forces generated by neighboring cells (e.g., by cell migration, proliferation or apoptosis [4,5,6,7]. Mechanical activation of E-cadherin/β-catenin signaling accordingly promotes cell proliferation, which underlies the regulation of E-cadherin in tissue homeostasis [6,7]. The importance of E-cadherin signaling during epithelial development is signified in E-cadherin-null mutant mice, which are embryonic lethal due to failure of trophectoderm epithelium formation [8]. E-cadherin is also a well-established tumor suppressor as demonstrated in mouse models with tissue-specific conditional inactivation of E-cadherin, which revealed impaired intestinal, skin and mammary gland formation and promoted tumor development and metastasis [9,10,11,12,13]. Moreover, *CDH1* (encoding E-cadherin) inactivating mutations or promoter hypermethylation in humans are associated with the development of gastric, prostate, hepatocellular, breast and esophageal carcinomas [14]. Overall, E-cadherin [6,7] exerts a profound control over epithelial cell behavior and acts as an important tumor suppressor.

In addition to its uses in the epithelia, E-cadherin expression can be used to discriminate hematopoietic neoplasms and is used as a marker of pure erythroid leukemia [15,16]. Downregulation of E-cadherin by promoter methylation in acute myeloid leukemia (AML) has also been indicated to reflect poor disease outcome [17,18,19]. Whether hematopoietic E-cadherin may act as a tumor suppressor in bone marrow (BM), as seen in epithelia, remains, however, to be defined. In hematopoiesis, E-cadherin has been found to be expressed by erythroid precursors in human BM and demonstrated to mark the basophil/mast cell lineage in mice [20,21,22]. However, the role of E-cadherin in erythropoiesis and basophil development remains elusive. In this study, we investigate E-cadherin expression in mouse hematopoiesis, in comparison to human, in order to define whether mice can be used as a model to investigate the function of hematopoietic E-cadherin in humans.

## 2. Methods

### 2.1. Generation of Mice

*Vav-iCre* transgenic mice were obtained from the Jackson Laboratory (B6.Cg-Tg(*Vav1-Cre*)A2Kio/J, stock no. 008610] and crossed with *Cdh1^F/F^;mTmG* mice as previously described [10] to generate *Vav-iCre;Cdh1^F/F^;mTmG* mice. Genotyping was performed using the following primers: (*Vav-iCre*;5′–AGATGCCAGGACATCAGGAACCTG–3′ and 5′-ATCAGCCACACCAGACACAGAGATC-3′, *Cdh1*;5′-TCAATCTCAGAGCCCCACCTA-3′ and 5′-CCTGCCATGATTGTCATGGAC-3′, *mTmG*;5′-CGAGGCGGATCACAAGCAATA-3′ and 5′- TCAATGGGCGGGGGTCGTT-3′. All mice were maintained in the animal facility of the Netherlands Cancer Institute (NKI). Animal experiments were conducted according to institutional and national guidelines.

### 2.2. Human PBMC Isolation

Human material was obtained after informed consent was given in accordance with the Declaration of Helsinki, the Dutch National and Sanquin Internal Ethic Boards. BM was aspirated from patients undergoing cardiac surgery (permit MEC 04/042, No. 04.17.370; AMC, Amsterdam, The Netherlands). Human peripheral blood mononuclear cells (PBMCs) were purified by density separation using Ficoll (GEHealthcare, 17-1440-03), following the manufacturer’s protocol. For hematopoietic stem and progenitor cell (HSPC) isolation, mobilized peripheral blood (MPB) was obtained by leukapheresis. HSPCs were isolated using CD34+ MACS beads (Miltenyi, 130-046-703) according to the manufacturer’s protocol and cryopreserved in IMDM, 20% FCS; 5% DMSO as previously described [23].

Mouse tissue preparation mouse BM cells were obtained by crushing the femur and tibia, and a 70 µM cell strainer was used to filter the suspension. Spleen cells were directly mashed through a 70 µM cell strainer. Consequently, the cell strainer was flushed with PBS containing 1% FCS. Cells were kept at 4 °C at all times. Blood was collected through heart puncture in a heparin tube. Whole blood was incubated with erythrocyte lysis buffer (0.155 M NH_4_Cl; 10 mM KHCO_3_; 1 mM EDTA; pH 7.2–7.6) before antibody staining for flow cytometry. Lung tissue was cut into pieces and enzymatically digested for 30 min at 37 °C with 750 U/mL Collagenase Type I (Worthington, LS004194) and 0.31 mg/mL DNase I (Roche, 10104159001). Single cells were separated over a Percoll (GE Healthcare, 17-0891-01) density gradient following the manufacturer’s protocol before proceeding with hematopoietic fraction for flow cytometry. Peritoneal cells were obtained by flushing the peritoneal cavity with PBS. Blood values were measured using a Scil Vet abc Plus machine (Horiba Medical, Montpellier, France) using the pre-installed mouse research program.

### 2.3. LCMV Infections

In order to induce a representative multilineage challenge including the red cell lineage, mice were infected intraperitoneally with 1 × 105 plaque-forming units (PFU) of LCMV Armstrong obtained from EVAg, European Virus Archive. After 8 days, the mice were sacrificed and their organs were processed according to the methods above.

### 2.4. Immunohistochemistry

Mouse BM was formalin-fixed in 10% neutral buffered formalin for 48 h, embedded in paraffin, sectioned and stained with hematoxylin and eosin (H&E). Immunohistochemistry (IHC) was performed as previously described [10]. All slides were digitally processed using the Aperio ScanScope (Aperio, Vista, CA, USA) and captured using ImageScope software version 12.0.0 (Aperio).

### 2.5. Flow Cytometry

Cells were incubated with antibodies for 30 min at 4 °C as listed in Supplementary Table S1 (for mouse tissue) and Table S2 (for human tissue). When specified, human PBMCs were incubated with 100 µg/mL Nanogam, broad spectrum human normal immunoglobulin (Prothya Biosolutions, Amsterdam, The Netherlands) for FcR-blocking as control for isotype staining. Dead cells were excluded by using the fixable near-IR live/dead staining kit (Thermo Fisher Scientific (Waltham, MA, USA), L10119). A Foxp3/Transcription Factor Staining Buffer Set (eBioscience (San Diego, CA, USA), 00-5523-00) was used according to the manufacturer’s specifications for intracellular staining. Flow cytometry was performed on an FACS Symphony (BD Biosciences, Haryana, India), and data was analyzed using FlowJo V10 (Tree star) software. Cell sorting was performed on an FACS Aria III (BD Biosciences), and on-site analysis was performed using BD FACSDiva 8.0.1. software.

### 2.6. Cytospins

Mouse E-cadherin^+^;IgE^+^ cells were spun down at 800 rpm on an object glass using a Shandon Cytospin II (Thermo Scientific), air dried and fixed in methanol for 5 min. Samples were stained with May–Grünwalds eosine-methylene blue solution (Merck, Rahway, NJ, USA) for 10 min and Giemsa dilution for 20 min.

### 2.7. Hematopoietic Progenitor Colony Formation Assay

For progenitor analysis by E-cadherin cells, 2500 mouse bone marrow E-cadherin^+^;cKIT^+^, Ecadherin^+^;cKIT^−^ and LK cells were sorted and plated in duplicate in Methocult (Stemcell Technologies (Vancouver, BC, Canada), GF M3434). Colonies formed were characterized and counted 5–14 days after plating.

### 2.8. Single Cell RNA Sequencing

E-cadherin^+^;cKIT^+^ and Ecadherin^+^;cKIT^−^ cells were sorted and used at a 2x single-cell suspension at final conc. 1000 cells/µL in 1 × PBS containing 0.04% weight/volume BSA (400 µg/mL). Cells were loaded into a 10X Genomics Chromium Controller for capture and barcoding following the 10X Genomics Protocol (Chromium Single Cell 3′ Reagent Kits v3, CG000183 Rev A), as described by the manufacturer (10X Genomics). See supplementary information for more details.

The molarity of the Single Cell 3′Gene Expression libraries were quantified on a 2100 Bioanalyzer Instrument following the Agilent Technologies Protocol (Agilent DNA 7500 kit, G2938-90024), as described by the manufacturer (Agilent Technologies, Santa Clara, CA, USA). The Single Cell 3′ Gene Expression libraries were diluted to 10 nM and pooled to create one Illumina sequencing library pool. The molarity of the Illumina sequencing library pool was quantified by qPCR following the Roche Protocol (KAPA Library Quantification Kit Illumina^®^ Platforms, KR0405), as described by the manufacturer. Single-cell RNA sequencing was performed on the Illumina Nextseq 550 system (Illumina). The samples were sequenced on a NextSeq High with a base composition of 28-8-56. Sample 1 had a total of 265 million reads and sample 2 had a total of 72 million reads. Downstream analysis was performed using Cellranger version 3.0.2 with mm10 as a reference genome. In total, 6632 and 3745 cells were picked up for sample 1 and 2 with a median of 3.3 K and 1.7 K detected genes per cell, an average of 40 K and 19 K reads per cell, and median UMI counts per cell of 13 K and 4.5 K, respectively. The output data of Cellranger has been used for further in-depth analysis. In-depth analysis was performed within R using the Seurat package (version 3).

Genes that were expressed in less than 40 cells were removed from the individual datasets which resulted in 6632 and 3745 cells. Individual datasets have also been filtered for the highest and lowest 1% number of genes and highest 1% number of RNA counts in order to remove outliers from the dataset. A total of 12,395 and 10,412 genes were detected in these samples. After these filtering steps, the datasets were merged, which resulted in a total of 10,141 (6279 and 3662) cells and 12,462 genes. 

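Applying this filter to the deposited counts kept 6479 of the 6632 E-cadherin+cKIT+ cells and 3662 of the 3745 E-cadherin+cKIT- cells, 10141 of 10377 cells together. Genes seen in at least 40 cells numbered 12395 in the first library and 10412 in the second, and 12462 in the merged set. The kept cKIT+ cells held between 505 and 43698 UMIs each, and the kept cKIT- cells between 635 and 21444.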

Cells have not been filtered for mitochondrial expression because the expression levels of mitochondrial genes were very low. 

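Mitochondrial genes took a median of 3.39% of the UMIs of a kept cKIT+ cell, with quartiles of 2.94% and 3.86%. In kept cKIT- cells the median was 3.73%, with quartiles of 2.89% and 4.50%. More than 10% of UMIs were mitochondrial in 165 cKIT+ cells (2.55%) and in 33 cKIT- cells (0.901%).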

Normalization, scaling and PCA dimensionality reduction of the data have been performed using standard Seurat parameters. To identify clusters, the TSNE algorithm for dimensionality reduction has been used. t-SNE clusters were automatically detected by Seurat using the FindNeighors/FindClusters functions with 15 dimensions and the run t-SNE function with a resolution of 1.

The Series record can be accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211102 (accessed on 15 November 2022).

### 2.9. Statistics

GraphPad Prism 6 software was used to apply a standard two-sided Student’s *t*-test (paired) for pairwise comparisons. *p* < 0.05 values were considered statistically significant.

## 3. Results

### 3.1. E-cadherin Is Predominantly Expressed by Basophil/Mast Cell Precursors in Mouse BM

To define the role of E-cadherin in the HSPC lineage of mice, we generated *Vav-iCre;Cdh1^F/F^:mTmG* mice by crossing the previously described *V*av-iCre** transgenic mice with *Cdh1^F/F^;mTmG* mice (Figure 1A) [10,24]. *Vav-iCre* was used to induce somatic inactivation of floxed *Cdh1 expression* within the hematopoietic cell lineage. Expression of Cre can accordingly be defined by monitoring GFP fluorescence, which is induced upon Cre-driven recombination of the inserted mTmG reporter gene [24,25]. *Vav-iCre;mTmG* mice were developed as control animals and used to characterize E-cadherin protein expression in the hematopoietic cell lineage.

As E-cadherin predominantly localizes at the plasma membrane, we used flow cytometry to examine the distribution of E-cadherin within the hematopoietic cell lineage in BM of *Vav-iCre;mTmG* mice. Hematopoietic Cre recombinase activity was verified by correlation of GFP-expression with CD45 (Supplementary Figure S1E). E-cadherin expression was detected in ~0.6% of GFP^+^ hematopoietic cells, compared to a background signal of ~0.1% in the *Vavi-Cre;Cdh1^F/F^;mTmG* and *Vavi-Cre;;mTmG* mouse measured with isotype control antibody (Figure 1B–D, Supplementary Figure S1A–D). Hereby we confirm the specificity of E-cadherin detection and suggest successful KO of *Cdh1* expression (Figure 1C,D). Remarkably, as we included CD31 (encoding PECAM-1) staining to define the endothelial compartment (CD45^−^ CD31^+^), we noticed that E-cadherin^+^ hematopoietic cells could be distinguished by high expression of CD31 within CD45^+^ marked hematopoietic compartment (Figure 1E). In line with the observed accumulation of *Cdh1* mRNA within the basophil/mast cell precursor lineage in mouse BM, approximately 60–80% of E-cadherin^+^ hematopoietic cells reflected a basophil/mast cell signature, as defined by cell-surface protein expression of IgE and FcεR (Figure 1F) [21]. E-cadherin thereby marks the entire population of basophil and mast precursors (CD45^+^ IgE^+^ CD45^-^ KIT^-^) in mouse BM. The low percentage of E-cadherin^+^ hematopoietic cells in mouse BM, as detected by flow cytometry, was consistent with the sporadic detection of E-cadherin-expressing cells in mouse BM sections by immunohistochemistry (IHC; Figure 1G). Additionally, E-cadherin is not coexpressed with lymphoid (CD3, CD4, CD8, B220), myeloid (Gr-1, CD11b) or erythroid (CD71, Ter119) lineage (LIN) markers (Figure 1G–J). In contrast, all cells in our basophil gate (IgE^+^ LIN^−^) express cell-surface E-cadherin (Supplementary Figure S1F,G). Cytospins of E-cadherin^+^ IgE^+^ mouse BM cells show, as previously described for mouse BM and blood-derived basophils, polymorphic nuclei and dark granules, confirming their basophilic character (Figure 1H) [26]. The remaining fraction of E-cadherin^+^ cells (~20% corresponding to 0.1% of total hematopoietic BM cells), however, did not reflect a basophil-defined cell-surface signature but expressed intermediate- to high-cell-surface expression of cKIT (Figure 1K). These cells comprise a fraction of progenitor cell-enriched LIN^-^ KIT^+^ (LK) population and therefore may have progenitor potential (Figure 1L). Notably, the low number of detected E-cadherin^+^ hematopoietic cells in mouse BM is also in line with the predominant detection of *Cdh1* mRNA expression in the rare population of basophil/mast cell progenitors in mouse BM. Taken together, these results confirm that E-cadherin is predominantly expressed by the basophil/mast cell lineage in mouse BM. Additionally, we found that E-cadherin may also be expressed by more immature HPCs.

E-cadherin expressing HPCs in mice are not fully committed to the basophil/mast cell lineage. 

To define the relationship between E-cadherin^+^cKIT^+^ hematopoietic cells and E-cadherin^+^cKIT^−^ defined basophil/mast cell precursors, we sorted both populations from the BM of wild-type mice and performed single-cell (sc) RNA-seq analysis (Supplementary Figure S2A). 

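Each population was sequenced as 1 library on the 10x Genomics platform, which tags every captured RNA molecule with a unique molecular identifier (UMI). The paper gives 3 mice as the source of the sorted cells. Its methods name version 3 of the 10x kit, whereas the sample labels also name version 2. The authors aligned reads to the mouse genome mm10 with Cell Ranger 3.0.2 and deposited UMI counts per gene and cell, without normalization. The E-cadherin+cKIT+ library held 95477153 UMIs in 6632 cells, with a median of 3318 genes per cell. The E-cadherin+cKIT- library held 24033994 UMIs in 3745 cells, with a median of 4436 UMIs and 1719 genes per cell, so it was the shallower one. The counts were filtered with the paper's limits, and values per library are UMIs summed over the kept cells and scaled to the library's total UMIs (CPM). With 1 library per condition there is no replicate and no test was made, since cells of one library are not replicates. All intervals are 95% intervals, exact Poisson for sums and exact binomial (Clopper-Pearson) for shares, and cover counting error only. Both genes used for sorting were measured first. Kit, which encodes cKIT and lies on chromosome 5 from 75574916 to 75656722 (GRCm38), had 3382 UMIs or 37.1 CPM (interval 35.9 to 38.4) in cKIT+ cells. In cKIT- cells it had 20 UMIs or 0.875 CPM (0.534 to 1.35), a ratio of 42.4 (27.4 to 69.6). Cdh1, which encodes E-cadherin and lies on chromosome 8 from 106603351 to 106670246, had 62.8 CPM (61.2 to 64.4) in cKIT+ cells and 193 CPM (188 to 199) in cKIT- cells. Its CPM was thus 3.08 times higher in the cKIT- library (2.96 to 3.21). From UMIs per cell, the Kit ratio was 95.6, and the Cdh1 ratio of cKIT+ over cKIT- was 0.731, against 0.324 from CPM. This alternative moved both ratios most and was chosen after seeing the data. Scrublet, a doublet caller run on each library, marked 1 cKIT+ and 5 cKIT- cells, which is too few for the call to have worked, and doublets were kept as in the paper.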

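The separation of the sorted populations was measured without a map, from the 20 nearest neighbours of each cell in the first 15 principal components. On average, 91.8% of the neighbours of an E-cadherin+cKIT+ cell came from its own library, where random mixing would give 63.9%. For E-cadherin+cKIT- cells the share was 86.6% against 36.1%. The alternative that moved these shares most, 30 principal components, gave 88.5% for cKIT- cells. With each cell thinned to 2000 UMIs, which left out 345 cKIT+ and 176 cKIT- cells, the shares were 91.9% and 86.9%. In both runs, genes filtered out of 1 library at full depth were 0 there, which thinning does not undo. Of the 25 clusters found at resolution 1, the largest, cluster 0, held 1289 cKIT- and 73 cKIT+ cells. Cluster 5 mixed the libraries, with 278 cKIT+ and 299 cKIT- cells. Since each condition has 1 library, a cluster mostly of one library may be that library. Among 3224 genes with at least 50 CPM in 1 library, 37 were at least 4-fold higher in cKIT+ cells and 73 at least 4-fold higher in cKIT- cells. This balance depends on the minimum: with only 10 UMIs required, the counts were 1038 and 465. Among the 3224 genes, the largest ratios toward cKIT+ were those of Prg2 (458 against 0.219 CPM), Prg3, Elane, Prtn3 and Fcnb. Prg3 had 3 UMIs in the cKIT- library, and its ratio of 446 had a counting interval of 153 to 2164. Toward cKIT- cells the largest ratios were those of Igha, Ccl4, Ccl3, Ccl6 and Lilr4b. Igha had 2 UMIs in the cKIT+ library, a ratio of 3609 (998 to 29827), and 99.3% of its cKIT- UMIs lay in 1 cell. Ccl3, Ccl4, Ccl6 and Lilr4b were also among the 10 leading genes of cluster 0, so the makeup of that cluster is not separate from their ratios.

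**Figure D1:**
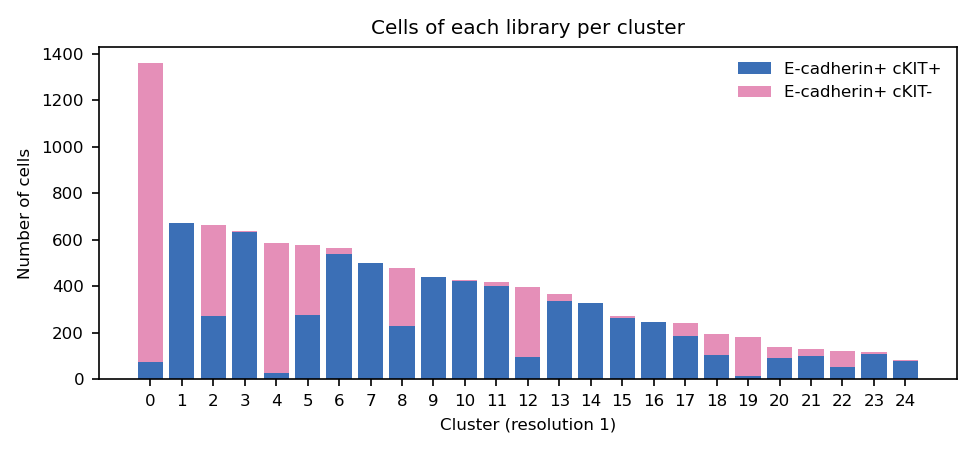
Number of cells (vertical axis) of the E-cadherin+cKIT+ library (blue) and the E-cadherin+cKIT- library (pink) in each of the 25 clusters (horizontal axis). Cluster 0 holds 1289 cKIT- and 73 cKIT+ cells, whereas cluster 5 holds 299 and 278.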

The obtained two-dimensional representation revealed that E-cadherin^+^ basophil/mast precursors clustered as one major branch, which separates from the E-cadherin^+^cKIT^+^ cellular compartment (Figure 2A). A large fraction of E-cadherin^+^cKIT^+^ cells were found to coexpress *Mcpt8* and *Prss34* (Figure 2B,C). 

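At least 1 UMI of both Mcpt8 (chromosome 14, 56082166 to 56085273, GRCm38) and Prss34 (chromosome 17, 25298394 to 25300165) was found in 5045 of 6479 cKIT+ cells, or 77.9% (interval 76.8% to 78.9%). In cKIT- cells the share was 75.8% (74.4% to 77.2%). RNA from other cells, free or from doublets, also enters these shares. Erythroid-like cells, which should lack both genes, had both in 50.0% of cells (38.7% to 61.3%) at a median of 5772.5 UMIs, whereas the median over cKIT+ cells was 13039. With at least 3 UMIs per gene the share was 55.4% in cKIT+ cells, 61.9% in cKIT- cells and 15.9% in erythroid-like cells. At 2000 UMIs per cell, 55.7% of cKIT+ cells (54.4% to 56.9%) and 72.5% of cKIT- cells (71.0% to 74.0%) had both genes, an order that follows the CPM of both genes. Over all UMIs, the share with at least 1 UMI per gene runs against the CPM and that with at least 3 follows it, so no order of the libraries is read from these shares. At this depth the share within the cKIT+ library was 78.2% in basophil-like cells and 16.7% (8.62% to 27.9%) in erythroid-like cells. Both genes are among the markers by which clusters were called basophil-like, so a high share there follows in part from the naming. Over all UMIs, Mcpt8 reached 11085 CPM in cKIT+ cells and 26187 CPM in cKIT- cells, and Prss34 reached 11081 and 40691 CPM.

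**Figure D2:**
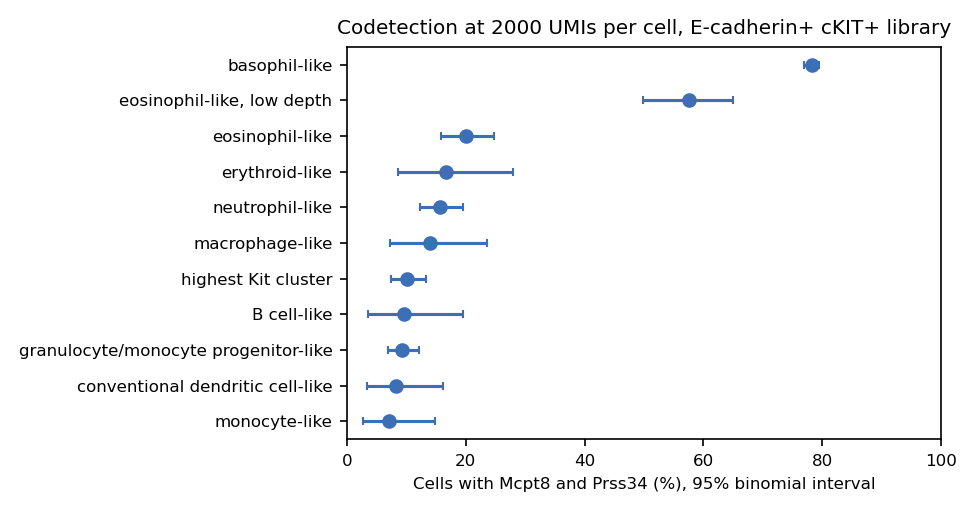
Share of cells with both Mcpt8 and Prss34 (horizontal axis, percent) in each cell class of the E-cadherin+cKIT+ library after thinning to 2000 UMIs per cell. Points are shares and bars are 95% exact binomial intervals. The basophil-like class, for which both genes are naming markers, lies at 78.2% and the monocyte-like class at 7.06%.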

Prss34 is predominantly expressed by basophils and at low levels by mast cells in the peritoneum [27]. Additionally, *Mcpt8* is used to distinguish the basophil lineage, as it is not expressed by mast cells in mice, although its expression is also detected at low levels in granulocyte/macrophage progenitors (GMPs) [27,28,29,30,31]. 

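Clusters were called basophil-like from a list of 10 marker genes fixed in advance, of which Mcpt8, Prss34, Fcer1a and Gata2 are examples. The scoring rule was set after the clusters had been seen. In the E-cadherin+cKIT+ library, 3918 of 6479 cells, or 60.5% (interval 59.3% to 61.7%), lay in 13 basophil-like clusters. Across the other clustering settings this share ranged from 54.9%, with cells thinned to 2000 UMIs, to 61.2%. The naming rule was the same in all of them, so this range leaves it out. Only clusters 4, 5, 8 and 12 had a basophil marker among their leading genes, with 28, 278, 227 and 95 cKIT+ cells. The other basophil-like clusters took the name from having at least 5 of the 10 markers on. The remaining cKIT+ cells included 499 granulocyte/monocyte progenitor-like cells (7.70%), 449 neutrophil-like cells (6.93%) and 329 eosinophil-like cells (5.08%). A further 400 cells (6.17%) formed a second eosinophil-like cluster with a median of only 1785.5 UMIs. The eosinophil marker Prg2 was found in 46.8% of cells of the first eosinophil-like cluster and 44.25% of the second. The first also had Elane at 4987 CPM. The name is therefore that of the cluster and not of each of its cells. The cluster with the highest Kit held 439 cells (6.78%) and was left unnamed. It had 5 of the 10 basophil markers on, but the mast cell marker Cma1 was among its 10 leading genes.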

Altogether, these findings indicate that the majority of E-cadherin^+^cKIT^+^ hematopoietic cells preferentially act as precursor cells of the basophil/mast cell lineage.

However, the presence of two additional smaller branches suggests that E-cadherin^+^cKIT^+^ cells are not fully committed to the basophil lineage, as these branches express erythroid (*Car1, Hba-a1, Gypa*, and *Tfrc* Figure 2D–F, Supplementary Figure S2F) and monocyte (*Elane*) cell lineage markers (Figure 2G). Additionally, we identified a cell cluster with high-cKIT expression that lacked distinguished lineage markers (cluster #6) and therefore may resemble non-committed early HPCs (Figure 2I).

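In the cKIT+ library, 77 of 6479 cells, or 1.19% (interval 0.939% to 1.48%), lay in the erythroid-like cluster, at a median of 4963 UMIs. Car1 (chromosome 3, 14766216 to 14808368, GRCm38) had 28.1 CPM in cKIT+ cells and 0.875 in cKIT- cells. Hba-a1 (chromosome 11, 32283511 to 32284465) had 474 and 201 CPM, but 99.0% of its 4592 UMIs in the cKIT- library lay in 5 cells, and its near-identical copy Hba-a2 could share its reads. Tfrc (chromosome 16, 32608920 to 32632794) had 24.7 and 5.25 CPM. In erythroid-like cells of both libraries together, Tfrc reached 268 CPM. At least 3 Elane UMIs were found in 1095 cKIT+ cells, or 16.9% (16.0% to 17.8%), and in 11 cKIT- cells, or 0.300% (0.150% to 0.537%). Among cKIT+ cells, Elane cells made up 93.4% of the granulocyte/monocyte progenitor-like class, 80.5% of the eosinophil-like class and 34.8% of the monocyte-like class, against 2.60% of erythroid-like cells. Elane is one of the markers that named the granulocyte/monocyte progenitor-like class, so its high share there follows from the naming. The granulocyte/monocyte progenitor-like cells were also deeper, with a median of 25842 UMIs. After thinning to 2000 UMIs, Elane cells were 11.1% of cKIT+ cells and 0.0574% of cKIT- cells. Elane (chromosome 10, 79886247 to 79888215) had 2193 CPM in cKIT+ cells and 8.35 CPM in cKIT- cells. From these branches, the paper proposes that the cKIT+ cells are not fully committed to the basophil lineage.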

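In the clusters rebuilt here, cluster 9 had the highest Kit, with 169 CPM (interval 156 to 182) against 68.1 CPM in the next cluster. Its cells all came from the cKIT+ library and had a median of 8511 UMIs. The numbering differs from the paper's, and the cluster was matched by its Kit level. Its Mcpt8 was 1196 CPM, against 11529 CPM in the other cKIT+ cells, and its Prss34 was 723 CPM against 11546. At 2000 UMIs per cell, 10.0% of its cells (7.38% to 13.2%) had both genes, no more than in erythroid-like cells. With the cells of highest Scrublet score left out, its Mcpt8 was 636 CPM. Elane and Hba-a1 had 21.0 and 4.09 CPM, both below their level in the other cKIT+ cells. Car1 had 133 CPM (122 to 145), against 23.4 CPM in the other cKIT+ cells, with a UMI in 31.7% of cells, and Klf1 had 30.7 against 8.57 CPM. Of the early progenitor markers, Cd34 had 162 CPM against 86.9 in the other cKIT+ cells, and Meis1 97.6 against 11.8. Cd27 had 81.8 against 19.3 CPM and Mllt3 30.2 against 10.6 CPM. Hlf, with 5.62 against 6.46 CPM, and Procr, with 2.81 against 4.91, were not higher. Flt3 and Mecom had only 3 and 5 UMIs in the cluster, too few to compare. With each cell thinned to 2000 UMIs before clustering, the highest Kit was 269 CPM, in a cluster of 286 cells. From a lack of distinguished lineage markers, the paper proposes that these cells resemble early progenitors.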

To test E-cadherin^+^;cKIT^+^ progenitor capacity, we performed colony formation assays with sorted E-cadherin^+^.cKIT^+^ BM-derived cells (Supplementary Figure S2B,C) [21]. We compared the progenitor capacity of E-cadherin^+^cKIT^+^ cells with cell outgrowth of LK-marked HPCs (Supplementary Figure S2D,E). E-cadherin^+^cKIT^+^ hematopoietic cells mostly represent granulocyte colony forming units (CFU-G) and monocyte (CFU-M) progenitors (Figure 2J–L). E-cadherin^+^cKIT^+^ cells, however, also include erythroid progenitors, as revealed by the formation of BFU-E (burst-forming units) and CFU-Es. Additionally, E-cadherin^+^ cKIT^+^ hematopoietic cells were found to comprise a small fraction of multipotent hematopoietic progenitors, as revealed by the generation of CFU-GEMMs (Granulocyte-Erythroid-Monocyte-Megakaryocyte progenitors) and CFU-GMs (Granulocyte-Macrophage progenitors). The latter is also in line with the identified cluster of immature E-cadherin^+^ cKIT^+^ (#6) by scRNAseq (Figure 2I). E-cadherin^+^cKIT^-^-marked basophils, that were taken along as negative controls, lacked colony-forming potential (Figure 2K,L). 

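Cdh1 RNA differed between the cell classes of the E-cadherin+cKIT+ library. Among these classes, the highest Cdh1 CPM was that of the eosinophil-like cluster of low depth, at 143 CPM (interval 119 to 169). The main eosinophil-like cluster had 10.8 CPM (8.09 to 14.2). The basophil-like class pools 13 clusters, which ranged from 44.0 to 395 CPM in this library, so some of them lay higher. The low-depth cluster also carried basophil genes, with 7 of the 10 basophil markers on against 1 in the main eosinophil-like cluster and Mcpt8 at 3802 against 1443 CPM. Its Cdh1 is therefore not assigned to eosinophil-like cells. Basophil-like cells had 87.4 CPM of Cdh1 (interval 85.1 to 89.8) and a Cdh1 UMI in 64.9% of cells, against 6.49% of the shallower erythroid-like cells. The cluster with the highest Kit had 42.9 CPM (36.7 to 49.9). Erythroid-like cells had 7.68 CPM (3.09 to 15.8) and granulocyte/monocyte progenitor-like cells 5.13 CPM (3.97 to 6.52). These last levels were near those of macrophage-like cells, at 7.40 CPM (2.02 to 18.9), and B cell-like cells, at 6.99 CPM (1.44 to 20.4), and were not distinguishable from RNA of other cells. At 2000 UMIs per cell, a Cdh1 UMI was found in 23.8% of cells of the low-depth eosinophil-like cluster, 1.22% of the main eosinophil-like cluster, 17.5% of basophil-like cells, 1.52% of erythroid-like cells and 1.41% of granulocyte/monocyte progenitor-like cells. The sort used E-cadherin protein on the cell surface, which the RNA counts do not measure.

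**Figure D3:**
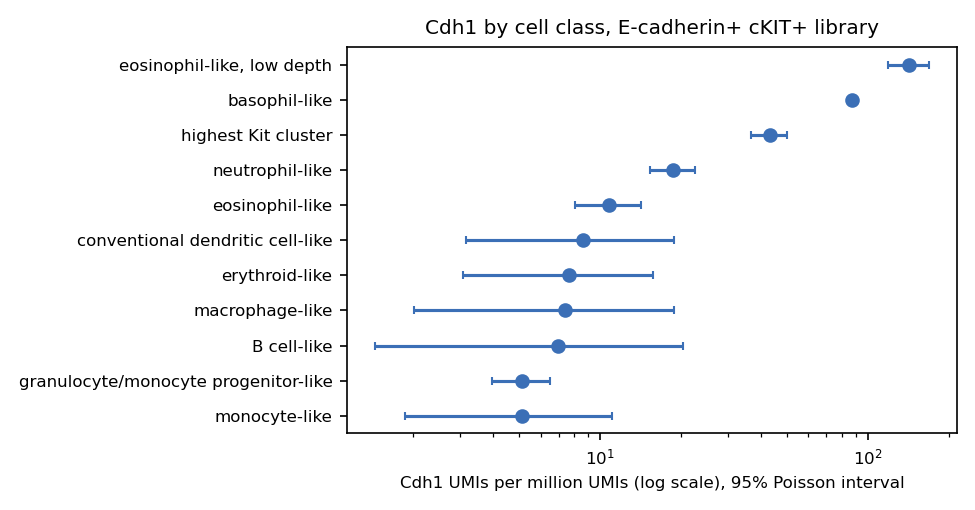
Cdh1 in CPM (horizontal axis, log scale) in each cell class of the E-cadherin+cKIT+ library. Points are sums over all cells of a class and bars are 95% exact Poisson intervals. The eosinophil-like cluster of low depth, which also carries basophil genes, lies at 143 CPM, the main eosinophil-like cluster at 10.8 CPM, basophil-like cells at 87.4 CPM and erythroid-like cells at 7.68 CPM.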

Overall, these findings revealed that E-cadherin mostly marks late myeloid HPCs in mouse BM, which predominantly, but not exclusively, mark progenitors of the basophil lineage.

### 3.2. E-cadherin Is Dispensable for Basophil Formation in Mice

Since E-cadherin mostly marks basophil precursors in mouse BM, we next defined whether E-cadherin expression is required for the generation of basophils. We therefore measured the percentage of basophil precursors in BM hematopoietic cells as well as matured basophils in circulation and peripheral organs such as the spleen and lungs in *VaviCre;Cdh1^F/F^;mTmG* mice by flow cytometry (Figure 3A,B). Basophils (IgE^+^ B220^-^) from these organs were confirmed to be negative for cKIT cell-surface expression, which discriminates basophils from mast cells (Supplementary Figure S3A–D). Basophils in *VaviCre;Cdh1^F/F^;mTmG* mice completely lacked cell-surface expression of E-cadherin, suggesting a complete KO of E-cadherin in the basophil lineage, as compared to control mice (Figure 3C–F). However, basophil precursor numbers in BM (~0.4%) as well as the generation of maturated basophils in the spleen (~0.1%), blood (~0.3%) and lungs (~0.3%) of *VaviCre;Cdh1^F/F^;mTmG* mice were not hampered as compared to control animals (Figure 3B). E-cadherin is therefore dispensable for the formation and circulation of basophil/mast cell precursors in mice. Furthermore, white blood cell counts, and the percentages of lymphocytes, monocytes and granulocytes did not differ between control *VaviCre;mTmG* and *VaviCre;Cdh1^F/F^;mTmG* mice (Figure 3G–J).

As a small fraction of E-cadherin^+^ cKIT^+^ cells displayed expression of erythroid transcription markers (Figure 2D–F), as well as erythroid progenitor potential in colony formation assays (Figure 2J–L), we additionally examined erythropoiesis in *VaviCre;Cdh1^F/F^;mTmG* mice to address the control of E-cadherin over mouse erythropoiesis. Loss of hematopoietic E-cadherin, however, does not alter (CD71^+^Ter119^+^) erythroblasts percentage in BM (Supplementary Figure S3G). In mice, the spleen is an important site for extramedullary regulation of erythropoiesis; erythropoiesis in the spleen was also examined. However, hematopoietic-specific loss of E-cadherin did not alter erythroblast percentage in the spleen (Supplementary Figure S3H) [32]. Additionally, as also specified in Figure 1I, there was no E-cadherin cell-surface expression detected in the erythroid lineage in BM or the spleen (Supplementary Figure S3I,J).

As well as steady-state conditions, we investigated the erythroid response to anemia, stress erythropoiesis. We induced anemia by LCMV infection, causing hemolysis and/or INF-γ mediated inflammation [33,34].

Eight days after LCMV infection, red blood cell (RBC) values significantly decreased (Supplementary Figure S3L–N); whereas, spleen weight strongly increased (>300%) (reflecting stress erythropoiesis) in both the control *VaviCre;mTmG* and *VaviCre*;*Cdh1^F/F^;*mTmG mice. Herein, no significant differences were observed between the two groups (Figure 3K, Supplementary Figure S3L–N). Importantly, E-cadherin surface expression was also not upregulated during stress erythropoiesis in (CD71^+^TER119^−^) proerythroblasts or (CD71^+^ TER119^+^) erythroblasts in control *VaviCre;mTmG* mice (Figure 3L,M). Overall, E-cadherin in HPCs in mouse BM is not required for basophil or erythroid outgrowth in mice.

### 3.3. Cdh1 Expression Distinguishes Human from Mouse Hematopoiesis

We here identified that E-cadherin mostly marks the mast/basophil lineage in mice. In contrast, E-cadherin has been reported to mainly mark erythroblasts in human BM [21,22]. This poses the question of to what extent E-cadherin expression is conserved between the hematopoietic lineages of mice and humans. We data mined two previously published scRNA seq datasets to compare the distribution of E-cadherin expression in HSPCs between mice and humans [35,36]. For extensive methodology comparison between mouse and human hematopoiesis by scRNA seq on HSPC populations we refer to Pellin et al. [36]. In both mice and humans, HSPC differentiation follows a hierarchical tree-like continuum of states, in which branches terminate in committed cell lineages [36]. Strikingly, the distribution of E-cadherin expression within the two-dimensional representation of the HSPC cell lineage is not conserved between mice and humans (Figure 4A,B). *CDH1* expression in human HSPCs selectively marks precursors of the erythroid lineage and is hardly expressed in the basophil/mast cell lineage (Figure 4A). In contrast, in mouse HSPCs, *Cdh1* is mostly expressed by precursors of the basophil/mast cell lineage, in agreement with our findings (Figure 4B). Overall, whereas E-cadherin expression is highly conserved in epithelia of mice and humans, the distribution of E-cadherin expression within the HSPC lineage is not consistently conserved. We additionally tested E-cadherin cell-surface expression on human basophil-enriched CD123^+^ HLA-DR^-^ IgE^+^ cell population derived from human peripheral blood mononuclear cells (PBMCs) (Figure 4C, Supplementary Figure S4A,B) [37]. However, we did not detect E-cadherin membrane protein expression on this enriched population of human basophils, in contrast to human erythroblasts, which we included as a positive control (Figure 4C, Supplementary Figure S4A–C). This corresponds with the human scRNAseq database, where E-cadherin mRNA is hardly detected in the basophil/mast cell lineage of HSPCs (Figure 4A). The prominent E-cadherin expression on basophil precursors and circulating basophils in mice is therefore not conserved in humans.

We also examined *CDH1* expression in 100 defined human leukemic cell lines using DSMZcellDive, an online tool from the Leibniz institute, and identified that the human leukemic cell line KU-812 displays high *CDH1* expression (Figure 4D) [32]. This is of particular interest as KU-812 cells have been characterized as displaying characteristics of late HPCs that are committed to the basophil lineage [38]. Intriguingly, early characterization of this cell line revealed that KU-812, as well as having basophil characteristics, also expressed erythroid defined markers, as defined by α-Globin and GYPA protein expression [38]. We confirmed these findings by examining the expression of erythroid markers (e.g., TFRC (encoding CD71), GYPA and HBA1 (encoding α-globin) using DSMZcellDive (Figure 4D,E). These findings are of particular interest as the basophil lineage separates prior erythroid lineage formation in both mice and humans (Figure 4A,B). KU-812 therefore may reflect transformed HPCs with bipotent lineage formation potential towards the basophil and erythroid cell lineages. Overall, the obtained results underscore a distinguished role for E-cadherin signaling in mouse basophils compared to human erythroid progenitors.

## 4. Discussion

In this study, we compared human with mouse hematopoiesis to examine whether mice can be used to investigate the function of E-cadherin in human hematopoiesis. We defined E-cadherin expression as mostly marking the basophil/mast cell lineage in murine BM, which is in agreement with previous findings [21,39]. E-cadherin expression also marks a small fraction of late myeloid HPCs that are able to reconstitute the myeloid and erythroid cell lineage in vitro under conditions that favor myeloid or erythroid outgrowth.

In contrast to that of the mouse, the human basophil lineage does not express detectable mRNA or protein levels of E-cadherin. E-cadherin, therefore, may display a mouse-specific regulator of basophil behavior, as also seen for Mcpt8, which also marks the basophil lineage in mouse but is absent in human basophils [28]. Alongside proteases, mouse and human basophils also display a distinct cytokine receptor profile, further underscoring the differences between basophil regulation in mice and humans [40,41,42].

Within the mouse basophil lineage, the molecular function of E-cadherin remains to be determined. However, despite the small sample size, we found E-cadherin not to be essential in driving basophil formation in mice. Instead, its function may underlie the immune response of basophils. Alongside homophilic interactions, E-cadherin also facilitates the formation of heterophilic interactions as described for T-cell and NK-cell associated ligands CD103 and KLRG1 [43,44,45,46,47,48,49,50,51]. E-cadherin-CD103/KLRG1 interactions mostly act as an anti-inflammatory regulatory signal and thereby may enable basophils to attenuate T-cell activity at the site of inflammation [49,50,52,53]. Additionally, basophils have been found to promote not only inflammatory responses, but also anti-inflammatory signals in the context of autoimmune disease, contact dermatitis and colitis [54,55,56]. Basophilic E-cadherin, therefore, may control the interplay of basophils with immune components to control their inflammatory response during inflammation. Future research should therefore address E-cadherin function under specific basophilic challenges such as parasite infections or allergies and regulation of its transcription.

Although we were unable to detect E-cadherin cell-surface expression on isolated human basophils from peripheral blood, human basophils may still upregulate E-cadherin expression at the site of inflammation. We identified that human-derived KU-812 cells, characterized as transformed late HPCs committed to differentiating the basophil lineage, also express E-cadherin as well as erythroid-defined proteins [38]. In mouse BM, we revealed that E-cadherin marks a subset of late HPCs that are also able to differentiate into the basophil lineage as well as into the erythroid lineage. Together these findings may imply that human BM likewise comprises a subset of late bifunctional HPCs that is marked by E-cadherin expression from which the leukemic KU-812 cell line upon transformation originated.

As well as distinguishing between the expression of E-cadherin in the basophilic lineages of mice and humans, our study also underscored the marked difference of E-cadherin expression within the erythroid lineages of mice and humans. Whereas E-cadherin mostly marks the erythroid lineage in human BM, its expression is absent within the erythroid lineage in mouse BM. More than two decades ago, human erythroblasts were already found to express E-cadherin, although, its regulation of erythropoiesis has never been resolved [22].

Whereas the regulation of mouse and human erythropoiesis is mostly resemblant under steady-state conditions, the homeostatic/erythropoietic response to anemia, also known as stress erythropoiesis, is differently controlled [57,58]. Stress erythropoiesis in mice is mainly driven by activating extramedullary erythropoiesis in the spleen; whereas, stress erythropoiesis in humans is predominantly (but not restrictively) activated in the BM [57,58]. Stress erythropoiesis in the mouse spleen is well-characterized, yet the molecular mechanisms underlying stress erythropoiesis in human BM are mostly elusive [59,60,61,62]. Although E-cadherin is not conserved in mouse splenic or BM erythroblasts, and neither controls stress erythropoiesis in mice, it may in fact involve the regulation of stress erythropoiesis in human BM, in which molecular regulation is mostly elusive.

Overall, hematopoietic E-cadherin reveals evolutionary discrepancies between mice and humans. This is also in line with a marked variation in transcriptome composition during terminal erythropoiesis between mice and humans [63,64]. One could therefore question if the mouse can be a representative model for human hematopoietic E-cadherin function and more general human erythropoiesis. This, therefore, also calls into question to what extent alternative animal models (e.g., zebrafish, rat, rabbit or monkey) can be used to model E-cadherin signaling in human erythropoiesis. Rats, for example, in contrast to mice, mimic stress erythropoiesis that occurs in humans by strongly expanding erythropoiesis in their BM [57].

Furthermore, it remains to be defined by what means E-cadherin expression is differently regulated in hematopoiesis in humans and mice. Our evaluation of defined regulators of E-cadherin expression (e.g., *SOX2*, *ESR2*, *TCF7*, *GATA-2*, *GATA-3*, *GATA-4*, *SMARCA4*, *SMAD3*, *SOX9*, *Runx1*, *EOMES*, *PPAR*), by data mining single-cell RNA-seq profiles of mouse and human hematopoiesis, did not reveal distinct expression patterns [36]. Yet, erythroid-defined transcription factors have been identified as displaying an altered chromatin occupancy in mice and humans [65]. This thereby implies that, even when expression levels of transcription regulators in mouse and human erythropoiesis are similar, their transcriptional outcome may differ. This could also explain why E-cadherin expression is not conserved within the human basophil lineage that, similarly to mice, is characterized by high GATA-2 expression, which is implicated in driving E-cadherin expression in the mouse basophil lineage [21]. Differences in E-cadherin expression between human and mouse hematopoiesis can also be induced by differences in promoter methylation, as methylation of the promoter region of *CDH1* is well-known to downregulate E-cadherin expression [66,67].

Overall, we conclude that hematopoietic E-cadherin harbors both evolutionary conserved and species-specific functions for which models need to be carefully chosen.

## Figures and Tables

**Figure 1:**
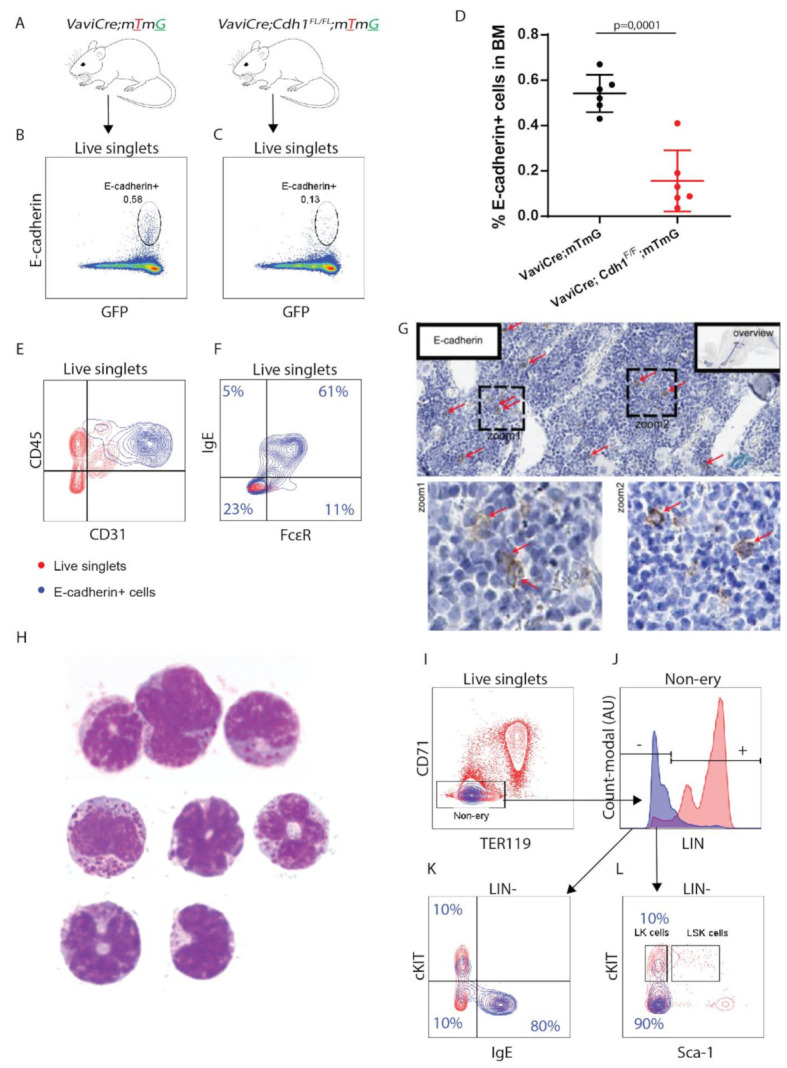
E-cadherin is sporadically expressed in the mouse hematopoietic cell lineage. (**A**) Schematic illustration of hematopoietic-specific E-cadherin (*Cdh1*) KO and control mouse models. Vav-iCre mice, which specifically express Cre recombinase in the hematopoietic cell lineage, were crossed with *Cdh1^F/F^;mTmG* mice to inactivate *Cdh1* in hematopoiesis. Cre activity was monitored by GFP expression as induced upon recombination of the mTmG reporter. *Vav-iCre;mTmG* mice were generated in parallel and used as control animals. (**B**) Representative FACS analysis of E-cadherin cell-surface expression by bone marrow (BM) cells derived from *VaviCre;mTmG* mice. Cre activity was monitored in parallel by measuring GFP fluorescence (*n* = 6) (gating strategy provided in Supplementary Figure S1A–D). (**C**) Representative FACS analysis to examine E-cadherin cell-surface expression within the GFP-marked hematopoietic cell lineage in BM of *VaviCre;Cdh1^F/F^;mTmG* mice as defined by FACS (*n* = 6). (**D**) Quantification of E-cadherin surface expression in hematopoiesis in *VaviCre;mTmG* and *VaviCre;Cdh1^F/F^;mTmG* mice. (**E**) Characterization of E-cadherin^+^ (in blue) BM cells (E-cadherin^-^ in red) within CD45^+^ CD31^+/−^ (hematopoietic) and CD45^−^ CD31^+^ (stromal/endothelial) compartment by FACS (*n* = 3). (**F**) Representative FACS analysis of E-cadherin cell-surface expression (in blue, E-cadherin^-^ in red) on basophil/mast cell lineage (IgE^+^ FCεR^+^ B220^−^) by FACS. (*n* = 6) (**G**) Immunohistochemical staining for E-cadherin (brown color, indicated by arrow) on mouse BM sections. (**H**) Representative cytospins of E-cadherin^+^ IgE^+^ mouse BM cells stained with May–Grünwald–Giemsa. (**I**) Representative FACS analysis of E-cadherin cell-surface expression (blue) on (CD71^+^ TER119^−^) proerythroblasts and (CD71^+^ TER119^+^) erythroblasts (E-cadherin in red^−^, *n* = 3). (**J**) Representative FACS analysis of E-cadherin (blue) cell-surface coexpression with defined lineage markers (LIN: CD4, CD8, B220, CD11b, Ly6G/C) (E-cadherin^−^ in red, *n* = 3). (**K**) E-cadherin cell-surface expression (blue) defined within (IgE^+^) basophils/mast cell precursors and (cKIT^+^) hematopoietic progenitor populations by FACS (E-cadherin^−^ in red, *n* = 3). (**L**) Characterization of E-cadherin^+^ (in blue) BM cells (E-cadherin^−^ in red) within (LIN^-^cKIT^+^) HPCs and (Lin^−^ Sca^+^ cKIT^+^) HSPCs by FACS (*n* = 3).

**Figure 2:**
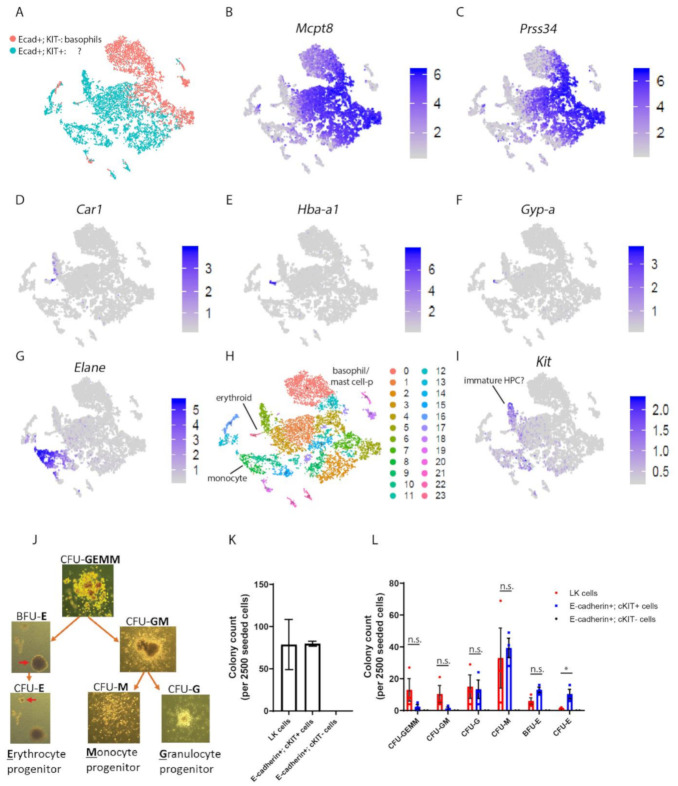
E-cadherin marks late hematopoietic progenitors and basophil/mast cell precursors in the hematopoietic cell lineage of mouse BM (**A**) Single-cell RNA-sequencing from sorted E-cadherin^+^cKIT^+^ (blue) and E-cadherin^+^cKIT^−^ (pink) bone marrow (BM) cells derived from *VaviCre; mTmG* mice. Out of 10377 cells, sorted from 3 mice, 10,141 cells were processed after filtering for t-SNE clustering by Seurat. (**B**) Expression quantiles of genes marking the basophil/mast cell lineage; *Mcpt8*; (**C**) *Prss34*; erythroid; (**D**) *Car1*, (**E**) *Hba-A1*, (**F**) *GYPA*, monocyte; (**G**) *Elane*, bars depict unique molecular identifier (UMI) distribution of these genes based on scaled data across E-cadherin^+^;KIT^+^ (blue) and E-cadherin^+^ cKIT^−^ (pink) BM cells. (**H**) t-SNE plot colored by Seurat t-SNE clusters. In total, 24 clusters have been found. (**I**) Expression quantiles of cKIT bars depict UMI distribution of these genes across E-cadherin^+^cKIT^+^ (blue) and E-cadherin^+^cKIT^−^ (pink) BM cells. (**J**) Colonies formed by E-cadherin^+^ cKIT^+^ cells in methylcellulose-based media. (**K**) Quantification of colonies formed by Lin^-^KIT^+^, E-cadherin^+^cKIT^+^ and E-cadherin^+^cKIT^−^, BM cells as performed by three independent experiments. (**L**) Quantification of colony subtypes derived from LK-cells, E-cadherin^+^cKIT^+^ and E-cadherin^+^cKIT^−^ cells.

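With the stated 15 dimensions and resolution 1, and Seurat's default of 2000 variable genes, Seurat 5.3.0 gave 25 clusters from the deposited counts. At resolution 0.5 there were 18 clusters and at resolution 2 there were 34. The other alternatives gave between 22 and 25 clusters.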

**Figure 3:**
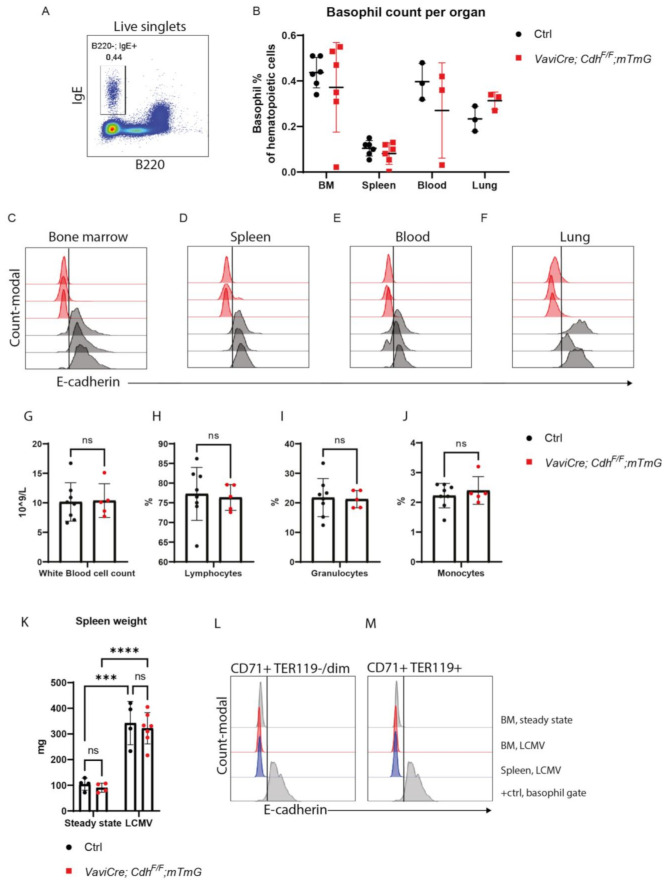
E-cadherin is dispensable for the generation of the basophil and erythroid lineage in mice (**A**) Representative gating strategy of mouse basophil population within live singlets. (**B**) Quantification of the percentage of basophils in hematopoietic cells isolated from *VaviCre;mTmG* (control; black dotted) and *VaviCre;Cdh1^F/F^;mTmG* (red dotted) bone marrow (BM) (*n* = 6 animals), spleen (*n* = 6 animals), blood (*n* = 3 animals) and lung (*n* = 3 animals) (gating strategy provided in Supplementary Figure S3A–E). Cell-surface expression of E-cadherin by basophils in (**C**) BM, (**D**) spleen, (**E**) blood and (**F**) lung, defined by FACS in *VaviCre;mTmG* (grey, *n* = 3 animals) and *VaviCre*;*Cdh1^F/F^;mTmG* mice (pink, *n* = 3 animals). Results are depicted in histograms (X-axis; E-cadherin, Y-axis; Count-modal (A.U)). (**G**) Quantification of erythroblasts (CD71^+^; TER119^+^) in BM and (**H**) spleen in *VaviCre;mTmG* (black dots, *n* = 14 animals) and *VaviCre*;*Cdh1^F/F^;mTmG* (red dots, *n* = 14 animals) mice as defined by FACS (gating strategy provided in Supplementary Figure S3E,F). (**G**) White blood cell counts per L whole blood, subdivided in lymphocyte (**H**), granulocyte (**I**) and monocyte (**J**) percentages measured in whole blood of *VaviCre;mTmG* (control; black dotted *n* = 8) and *VaviCre*;*Cdh1^F/F^;mTmG* (red dotted, *n* = 5) mice. (**K**) Spleen weight (mg) isolated from *VaviCre*;*mTmG* (black dots, *n* = 4; *n* = 4 animals) and *VaviCre*;*Cdh1^F/F^;mTmG* mice (red dots, *n* = 4; *n* = 7 animals) in steady state and during anemia of inflammation. Wild-type erythroid progenitors do not upregulate E-cadherin expression upon anemia of inflammation in the CD71^+^ TER119^−^ (**L**), nor in the CD71^+^ TER119^+^ stage (**M**); *** *p* < 0.001; **** *p* < 0.0001.

**Figure 4:**
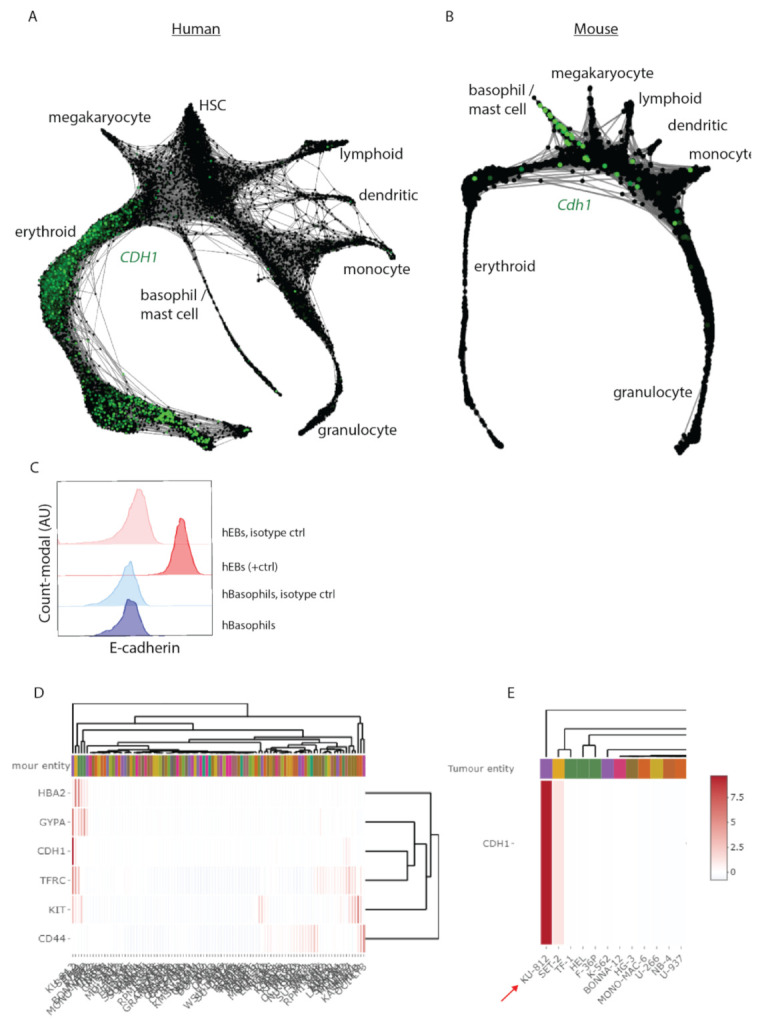
Cdh1 mRNA expression is not conserved between human and mouse hematopoiesis within the erythroid and basophil lineages. (**A**) A previously published high-resolution single-cell RNA-seq dataset of human (Lin^-^CD34^+^CD164^+^) hematopoietic stem and progenitor cells (HSPCs) derived from healthy human donors, resembling all lineage cell fates of HSPCs, data mined for the distribution of *CDH1* in green (encoding E-cadherin) in human and in (**B**) a mouse single-cell RNA-seq data-set, which reflects all principle lineage of the mouse (KIT^+^) HSPCs, reflecting expression of *Cdh1* in green. (**C**) FACS analysis of E-cadherin cell-surface expression by human basophils as compared to human erythroblasts (*n* = 3) depicted in histograms. (**D**) Gene expression analysis of progenitor/erythroid genes *KIT*, *CD44*, *HBA2*, *GYPA*, *TFRC*, and *CDH11* in human leukemic cell lines. (**E**) Zoom into human leukemic cell line KU-812 that expresses *CDH1*.

## Data Availability

We will deposit our raw single-cell RNAseq datasets in publicly available repositories. The datasets and materials analyzed during the current study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom12111706/s1, Supplementary Figure S1: (A–D) Representative FACS gating strategy used to characterize E-cadherin^+^ bone marrow (BM) cells in *VaviCre;mTmG* mice, which is used in Figure 1B–F. (E) FACS analysis, following gating strategy (Supplementary Figure S1A–D) of CD45 coexpression with GFP fluorescence by BM cells derived from *VaviCre;mTmG* mice. (F) Representative gating strategy, following Supplementary Figure S1A–D of basophils derived from *VaviCre;mTmG* BM. (G) Representative FACS analysis, of E-cadherin cell-surface expression within the BM basophil gate compared to live singlets derived from *VaviCre;mTmG* mice (depicted in Supplementary Figure S1F). (H) Representative FACS plot of *VaviCre;mTmG* BM stained with an isotype control antibody instead to determine background signal for the anti-E-cadherin antibody. (I) Representative FACS plots of unstained negative control samples on which gating strategy depicted in Supplementary Figure S1A–D and F are based. (I) Representative FACS analysis, following gating strategy described in Supplementary Figure S1A–D,F, of E-cadherin cell-surface expression and GFP fluorescence within the live singlet, non-ery and LIN^−^ gates by BM cells derived from *VaviCre;mTmG* and *VaviCre;Cdh1^F/F^;mTmG* mice as negative control. Supplementary Figure S2: (A) Representative FACS gates, following gating strategy described in Supplementary Figure S1A–D, to sort E-cadherin^+^;cKIT^+^ and E-cadherin^+^;cKIT^−^ bone marrow (BM) cells from *VaviCre;mTmG* mice used in Figure 2A–I. (B,C) Representative FACS gates, following gating strategy described in Supplementary Figure 1A–D, to sort E-cadherin^+^;cKIT^+^ and E-cadherin^+^; cKIT^−^ BM cells from *VaviCre*;*mTmG* mice, used in Figure 2J–L. (D,E) Representative FACS gate, following gating strategy described in Supplementary Figure S1A–D, to sort LIN^−^;cKIT^+^ BM cells from *VaviCre*;*mTmG* mice used in Figure 2J–L. (F) TFRC gene expression plotted for all t-SNE clusters of E-cadherin^+^ mouse BM cells as depicted in Figure 2H. Supplementary Figure S3: Representative FACS analysis of IgE^+^;B220^−^ gated cells for cKIT cell-surface expression to examine the presence of cKIT-marked mast cells in *VaviCre*;*mTmG* (black graphs) and *VaviCre*;*Cdh1^F/F^;mTmG* mice (red graphs), depicted in histograms for (A) bone marrow (BM) (B) spleen (C) blood and (D) lung (Count Modal (A.U). (E,F) Representative FACS gate to define erythroblast population in Q2 in *VaviCre*;*mTmG* and *VaviCre;Cdh1^F/F^;mTmG* mice. (G) Quantification of CD71^+^;TER119^+^ erythroblasts in *VaviCre*;*mTmG* (black) and *VaviCre*;*Cdh1^F/F^;mTmG* (red) BM and (H) spleen. Representative FACS analysis to define E-cadherin cell-surface expression on CD71^+^;TER119^+^ mouse erythroblasts in BM (I) and spleen (J) in *VaviCre*;*mTmG* (black) and *VaviCre*;*Cdh1^F/F^;mTmG* (red) mice depicted as histograms. BM-derived basophils (blue) were used as a positive control for E-cadherin cell surface staining. (L) Red blood cell (RBC) count (RBCs/Liter), (M) hemoglobin (mmol/L) and (N) hematocrit (volume %), measured in blood of *VaviCre*;*mTmG* (black dots, *n* = 8 animals) and *VaviCre;Cdh1F/F;mTmG* mice (red dots, *n* = 5 animals) in steady state versus eight days after LCMV infection. Supplementary Figure S4: (A,B) Representative FACS gate to enrich for basophils in human peripheral blood mononucleated cells using CD123, HLA-DR and IgE as used in Figure 4C. (C) Representative FACS gate to enrich for CD71^+^; CD235a^+^ human erythroblasts as used in Figure 4C as a positive control for E-cadherin cell-surface expression. Supplementary Table S1: Flowcytometry antibodies used on mouse tissue. Supplementary Table S2: Flowcytometry antibodies used on human tissue.

# Supplementary material for: E-Cadherin Expression Distinguishes Mouse from Human Hematopoiesis in the Basophil and Erythroid Lineages
**Source:** Biomolecules. 2022 Nov 17;12(11):1706. doi: 10.3390/biom12111706
**Supplement:** Supplementary file 1

Supplemental Table S1. Flow cytometry antibodies used on mouse tissue

| Target                        | Clone   | Conjugate   | Manufacturer   | Catalog no. |
|-------------------------------|---------|-------------|----------------|-------------|
| <b>B220</b>                   | RA3-6B2 | APC         | eBioscience    | 17-0452-82  |
| <b>B220 (LIN)</b>             | RA3-6B2 | PE          | Biolegend      | 103207      |
| <b>B220 (LIN)</b>             | RA3-6B2 | AF488       | eBioscience    | 53-0452-82  |
| <b>CD11b (LIN)</b>            | M1/70   | PE          | Biolegend      | 101207      |
| <b>CD11b (LIN)</b>            | M1/70   | AF488       | Biolegend      | 101219      |
| <b>CD31</b>                   | 390     | BV421       | Biolegend      | 102423      |
| <b>CD31/PECAM-1</b>           | 390     | AF-647      | Biolegend      | 102415      |
| <b>CD4 (LIN)</b>              | GK1.5   | PE          | eBioscience    | 12-0041-83  |
| <b>CD4 (LIN)</b>              | GK1.5   | FITC        | eBioscience    | 11-0041-85  |
| <b>CD45</b>                   | Ly5     | PE          | BD Biosciences | 553081      |
| <b>CD71</b>                   | RI7217  | BV421       | Biolegend      | 113813      |
| <b>CD8 (LIN)</b>              | 53-6.7  | PE          | eBioscience    | 11-0081-86  |
| <b>CD8 (LIN)</b>              | 53-6.7  | FITC        | eBioscience    | 11-0081-82  |
| <b>cKIT</b>                   | 2B8     | APC         | eBioscience    | 17-1171-83  |
| <b>E-cadherin</b>             | DECMA-1 | PE-Cy7      | Biolegend      | 147310      |
| <b>E-cadherin</b>             | DECMA-1 | AF488       | eBioscience    | 53-3249-82  |
| <b>E-cadherin</b>             | DECMA-1 | EF-660      | eBioscience    | 50-3249-80  |
| <b>FcER-1</b>                 | MAR-1   | PE          | eBioscience    | 12-5898-82  |
| <b>IgE</b>                    | R35-72  | BUV395      | BD Biosciences | 744283      |
| <b>IgE</b>                    | RME-1   | PE          | Biolegend      | 406907      |
| <b>LY-6G/C (LIN)</b>          | RB6-8C5 | PE          | eBioscience    | 12-5931-82  |
| <b>LY-6G/C (LIN)</b>          | RB6-8C5 | AF488       | Biolegend      | 108417      |
| <b>Sca-1</b>                  | D7      | BV786       | Biolegend      | 108139      |
| <b>TER119</b>                 | TER119  | APC         | Biolegend      | 116211      |
| <b>TER119</b>                 | TER119  | Percp CY5.5 | eBioscience    | 45-5921-80  |
| <b>TER119 (LIN)</b>           | TER119  | AF-488      | Biolegend      | 116215      |
| <b>Rat IgG1, Isotype Ctrl</b> | RTK2071 | PE-Cy7      | Biolegend      | 400415      |

Supplemental Table S2. Flow cytometry antibodies used on human tissue

| Target                          | Clone   | Conjugate | Manufacturer   | Catalog no. |
|---------------------------------|---------|-----------|----------------|-------------|
| <b>CD123</b>                    | AC145   | FITC      | Miltenyi       | 130-090-897 |
| <b>CD235</b>                    | REA175  | APC       | Miltenyi       | 130-188-356 |
| <b>CD235</b>                    | JC159   | FITC      | Origene        | DM066F      |
| <b>CD235</b>                    | JC159   | PE        | Acris          | DM066R      |
| <b>CD71</b>                     | AC102   | VioBlue   | Miltenyi       | 130-101-627 |
| <b>E-cadherin</b>               | 67A4    | Af488     | BD Biosciences | 563570      |
| <b>HLA-DR</b>                   | G46-6   | PE        | BD Biosciences | 555812      |
| <b>IgE</b>                      | G7-26   | BUV395    | BD Biosciences | 744321      |
| <b>Mouse IgG1k isotype ctrl</b> | MOPC-21 | PE-CY7    | Biolegend      | 400126      |

How the deposited data were processed for this re-analysis (not part of the article)

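Bone marrow cells sorted as E-cadherin+cKIT+ or E-cadherin+cKIT- were sequenced by the authors as 1 single-cell library each. The authors deposited raw UMI counts per gene and cell, made with Cell Ranger 3.0.2 against mm10, and the release of their gene annotation is not named in the paper's text. The sample labels and the paper name the same sorted populations. They differ on the 10x kit (version 3 in the methods, version 2 also in the labels) and on the mice (FVB in the labels, wild-type or Vav-iCre;mTmG in the paper). No value printed depends on either.

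The counts were read as deposited. The paper's filter was applied per library: genes seen in at least 40 cells, and cells outside the highest and lowest 1% of genes per cell and the highest 1% of UMIs. This left 10141 cells. CPM is the UMIs of a gene scaled to the total UMIs of all kept cells of a library or class. Of the gene identifiers, 30934 of 31053 were found in GENCODE release 21 for mouse (GRCm38), which gave the coordinates. The median kept cell held 13039 UMIs in the cKIT+ library and 4416.5 in the cKIT- library, so a share of cells with a UMI was also computed after drawing 2000 or 1000 UMIs from each cell. At 2000 UMIs, 345 cKIT+ and 176 cKIT- cells were left out, and at 1000 UMIs 151 and 28.

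Clusters were made with Seurat 5.3.0 in R 4.3.3 (log-normalized counts, 2000 variable genes, 15 principal components, resolution 1), where the paper used Seurat version 3. A marker was counted as on in a cluster at 20 CPM or more and at least 10% of its highest cluster. A cluster took the class with most markers among its 10 leading genes if at least 3 were on, or the basophil-like class with at least 5 of 10 basophil markers on and no other class among the leading genes. The marker lists were fixed before the data were examined and this rule was not. Scrublet, run in Scanpy 1.11.5, marked 1 and 5 cells, so its call has not worked. As an alternative, the cells with the highest scores were left out at 0.8% per 1000 cells, 345 kept cKIT+ cells and 114 kept cKIT- cells. Nearest neighbours used scikit-learn 1.9.0.

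With 1 library per condition, no comparison was tested and no p-value is given. Sums carry exact Poisson intervals, ratios of sums carry intervals from the exact binomial, and shares carry exact binomial intervals, all at 95% and for counting error only. The limit that a count of 0 allows is given as 3 counts of the total. edgeR 4.0.16 was used for its TMM scaling alone. The count of genes past 4-fold was tested on simulated counts for the comparison of the libraries. All 200 genes changed by 8-fold were recovered, with 0 false calls among 2471 genes. The changed genes had at least 50 CPM and Poisson counts, so with a 4-fold limit this outcome was nearly fixed in advance. UMIs gathered in single cells and library effects were not simulated. The simulation therefore checks the counting alone and says nothing about the genes found. Genes named are those the paper names for these cells and lineages, the 5 with the largest CPM ratio in each direction among genes with at least 50 CPM in 1 library, and fixed marker and control genes. Gzmb was singled out after its values were seen. Alternatives covered the cell filter, doublets, depth, UMI minimums, scaling, variable genes, principal components and resolution. The preset share of cells with several erythroid markers is not reported here. The colony assays, flow cytometry and human data of the paper were not analysed here.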

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

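Thinning to 2000 UMIs and the other clustering settings were set before the data were examined, except those with the highest Scrublet scores or the named genes left out. Both exceptions and the tests of explanations were chosen after the results had been seen. Each signal below concerns genes the paper does not discuss and lies above the limit that a count of 0 allows.

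Gzmb reached 1696 CPM in the cluster with the highest Kit, and Cma1 321 CPM. Free RNA from other cells would be alike in all clusters, but Gzmb in the next highest cluster was 53.2 CPM. Doublets of other clusters are argued against as well, since a mix of clusters with at most 53.2 CPM cannot reach 1696 CPM. With the highest Scrublet scores left out, Gzmb was 1823 CPM. That value does not decide, because leaving out doublets with such clusters could only raise Gzmb. In each of the other clustering settings no cluster had more Gzmb. The clustering itself is argued against too. With Gzmb and the mast cell markers left out of the variable genes, Gzmb was 1717 CPM. Among cells with 2 or more Kit UMIs at equal depth, picked without clusters, 60.8% had Gzmb (46.1% to 74.2%), against 5.21% of cells with no Kit UMI. A candidate explanation, as a hypothesis found on the same data, is that these cells include mast cell progenitors. Of the mast cell markers fixed in advance, Cma1 alone was abundant. Mcpt4 had 1 UMI, and Tpsb2 and Tpsab1 had 0 in 439 cells (which allows up to 0.767 CPM). The cluster also had 5 of the 10 basophil markers on, but Cma1 among its leading genes ruled out the basophil-like name. It was therefore left without a name. The cells carried Cpa3 at 1694 CPM, but other cKIT+ cells had 1949 CPM. A second E-cadherin+cKIT+ library was not analysed here.

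Prg2 had 458 CPM in the cKIT+ library and 5 UMIs in the cKIT- library. Free RNA from other cells would be alike across cell types, but the median over 9 types other than eosinophil-like was 9.33 CPM, against 5066 and 6208 CPM in both eosinophil-like clusters. Granulocyte/monocyte progenitor-like cells, one of the 9, had 784 CPM and held 10096 of the 41760 UMIs, with Prg2 in 23.4% of cells. In the eosinophil-like clusters themselves, Prg2 was found in 46.8% and 44.25% of cells, so not each of their cells carried it. Whether eosinophil-like cells passed the sort by E-cadherin protein or as impurity was not tested.

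Igha had 79.2 CPM in the cKIT- library, and 99.3% of these UMIs lay in 1 cell, with 1799 of 1812. This argues against free RNA from other cells. That cell also had 886 Jchain UMIs and 1 Mcpt8 UMI, or 47.9 CPM of Mcpt8 against 28220 CPM in basophil-like cells, which argues against a doublet with a basophil. The signal therefore describes 1 cell and not the sorted population. No biological explanation was tested.

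C1qa, a macrophage marker, had 32.5 CPM in the cKIT+ library. Free RNA from other cells would be alike in all types, but the median over 10 types other than macrophage-like was 3.69 CPM, against 4715 CPM in 110 macrophage-like cells. Whether these cells passed the sort as impurity was not tested.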

How the results depend on the processing

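The alternatives were set before the data were examined, except those with the highest Scrublet scores left out, with the named genes left out of the variable genes, and with UMIs per cell, which were chosen after seeing the data. No paired analysis was possible because there is 1 library per condition. Of 88 values computed under an alternative, 66 stayed within the counting interval of the value reported (or within 1.5 times for counts) and 22 moved.

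Depth and the UMI minimum moved the shares of cells. Codetection of Mcpt8 and Prss34 in cKIT+ cells was 55.7% at 2000 UMIs, 50.6% at 1000 UMIs and 55.4% with at least 3 UMIs per gene. In cKIT- cells the same settings gave 72.5%, 65.3% and 61.9%. Elane cells in cKIT+ were 11.1% at 2000 UMIs, 9.18% at 1000 UMIs and 40.0% with at least 1 Elane UMI. In cKIT- they were 0.0574%, 0.0275% and 2.08%. Fewer UMIs per cell, or a lower minimum, change these shares by construction. The order of the libraries in codetection is set by this choice, whereas Elane cells were more frequent in cKIT+ cells in every setting.

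For cKIT- cells, 30 principal components gave an own-library share of neighbours of 88.5%, and the cause was not tested. The highest Kit of any cluster was 269 CPM with cells thinned to 2000 UMIs, where the cluster held 286 cells, and the cause was not tested. The Kit ratio was 76.2 with every cell given the same weight and 95.6 from UMIs per cell, which keeps the difference in depth by construction. The Cdh1 ratio of cKIT+ over cKIT- was 0.302 without the 10 most abundant genes and 0.731 from UMIs per cell, against 0.324. Those 10 genes took 8.96% of the cKIT+ UMIs and 15.3% of the cKIT- UMIs, which moved the median log2 ratio of 3224 genes from -0.06 to -0.16. Without a minimum other than 10 UMIs, 1038 genes were past 4-fold toward cKIT+ and 465 toward cKIT-, or 69.1% toward cKIT+ where 33.6% was reported, and with at least 200 CPM in 1 library 10 and 20. The number of genes tested changes both counts by construction.

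Leaving out the cells marked by Scrublet removed 5 kept cells and says nothing about doublets. With the highest scores left out at the expected rate, the shares of codetected and Elane cells, the library separation, the numbers of clusters and of genes past 4-fold, the highest Kit and the Kit and Cdh1 ratios stayed within the limits above. Values of single classes did not. In the cluster with the highest Kit, Mcpt8 fell to 636 CPM and Gzmb rose to 1823 CPM. Cdh1 was 2.58 CPM in the erythroid-like cluster and 3.61 CPM in granulocyte/monocyte progenitor-like cells. The cause was not tested. The depth of the cKIT- library limits what can be said of rare cells there: 11 cells there carried at least 3 Elane UMIs.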

Differences from the paper's values

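No value of the paper that was computed here differed by more than 1.5 times. The paper prints 6279 cKIT+ cells after filtering, where 6479 were kept here. The paper's total of 10141 is the sum of 6479 and 3662. The paper prints 24 clusters, where 25 were found, and the alternatives set before the data were examined gave from 18 to 34. With the named genes left out of the variable genes, a setting chosen after seeing the values, there were 24.

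The paper states that the cluster with high Kit had no distinguished lineage markers. In the cluster matched to it by its Kit level, Car1, one of the erythroid genes of Figure 2, had 133 CPM against 23.4 CPM in the other cKIT+ cells, and Gzmb and Cma1 led the cluster with 1696 and 321 CPM.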

Other observations

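Thinning to 2000 UMIs was set before the data were examined, and every other test in this part was chosen after the results had been seen.

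Cdh1 RNA in the smaller branches was weighed against free RNA from other cells through the ratio of Cdh1 to Mcpt8, which free RNA would carry in a common proportion. In 4 types of the cKIT+ library taken to lack both genes (B cell-like, conventional dendritic cell-like, macrophage-like and monocyte-like, 368 cells), there were 9.91 Cdh1 UMIs per 1000 Mcpt8 UMIs (5.97 to 15.5). Erythroid-like cells had 4.58 and granulocyte/monocyte progenitor-like cells 10.0, so their Cdh1 UMIs are consistent with free RNA. The cluster with the highest Kit had 35.9 (30.7 to 41.8), which argues against free RNA as the whole source there. A doublet carries the ratio of its partner, and within the cKIT+ library this was 5.32 in basophil-like cells and 37.5 in the low-depth eosinophil-like cluster, so the ratio does not decide on doublets. They would also bring the other abundant RNA of their partners. Any mix of 23 partner clusters that kept all 121 fixed markers within the upper limits of their levels in the cluster with the highest Kit could bring at most 10.8 CPM of Cdh1, against 42.9 CPM (36.7 to 49.9) there. This argues against doublets as the whole source in that cluster. For erythroid-like and granulocyte/monocyte progenitor-like cells, no such limit was computed. With the highest Scrublet scores left out, Cdh1 fell from 8.41 to 2.58 CPM in the erythroid-like cluster of both libraries, which held 8 Cdh1 UMIs. In granulocyte/monocyte progenitor-like cells it fell from 5.13 to 3.61 CPM. Both changes go in the direction of doublets, which stay open for these cells. Cells that had lost Cdh1 RNA but kept the protein, and cells that passed the sort as impurity, were not tested.

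The lower Cdh1 CPM of cKIT+ basophil-like cells, 87.4 against 207 CPM in cKIT- basophil-like cells, might come from more UMIs of other genes per cell. Cdh1 UMIs per basophil-like cell were 1.32 (1.28 to 1.36) and 1.34 (1.30 to 1.38), a ratio of 0.983 (0.944 to 1.02). At 2000 UMIs per cell, a Cdh1 UMI was found in 17.5% (16.3% to 18.8%) of cKIT+ and 36.9% (35.2% to 38.6%) of cKIT- basophil-like cells. The median basophil-like cell held 14310.5 and 4673 UMIs. If this gap is RNA per cell, Cdh1 per cell is alike and other RNA dilutes it. If it is capture or sequencing, which raise all genes alike, Cdh1 RNA per cell is lower in cKIT+. These cannot be told apart, because each population was 1 library and the counts do not separate capture from RNA per cell. Over all cells, Cdh1 UMIs per cell were 0.883 and 1.21, but the libraries differ in their mix of classes.

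The separation of the libraries may reflect depth or a difference between library batches. Unequal UMIs per cell alone are argued against, since 86.9% of the neighbours of cKIT- cells were from their own library at 2000 UMIs per cell. Depth could still act through the gene filter. Of the 12462 merged genes, 10412 were kept in the cKIT- library, and the others were 0 there. These lists were made at full depth and kept after thinning, so this part of depth stays open. A batch difference stays open. In 4 non-basophil clusters with at least 20 cells of each library, neighbours of cKIT- cells came from the other library 0.587 times as often as the mix gives, against 0.216 times in basophil-like clusters. Batch and sorted population cannot be told apart, because each population was 1 library.

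Pecam1, which encodes the CD31 that the paper measured by flow cytometry, had 102 CPM in cKIT+ cells and 178 CPM in cKIT- cells. Of the regulators listed in the discussion, Gata2 had 496 and 1132 CPM and Runx1 292 and 481 CPM, whereas Smarca4 had 74.0 and 49.9 CPM. Of the PPAR genes, Ppard had 3.18 and 5.20 CPM and Pparg 0.966 and 0.350 CPM. Ppara, Sox2 and Gata4 had 0 UMIs in both libraries, which allows up to 0.0329 and 0.131 CPM. The other regulators listed there had at most 4.08 CPM. Of the lineage genes, Cd3e had 0.241 and 0.262 CPM, Itgam 20.1 and 40.2 CPM, and Ly6g 26.0 and 14.5 CPM. Mki67 or Top2a was found in 45.0% of cKIT+ cells and 25.4% of cKIT- cells at 2000 UMIs per cell, and in 64.3% and 32.8% of cells without thinning. Xist had 22 and 5 UMIs, whereas the Y-linked gene Ddx3y had 49.8 and 51.1 CPM.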
